# Isolation of ferret astrocytes reveals their morphological, transcriptional, and functional differences from mouse astrocytes

**DOI:** 10.3389/fncel.2022.877131

**Published:** 2022-10-06

**Authors:** Jureepon Roboon, Tsuyoshi Hattori, Dinh Thi Nguyen, Hiroshi Ishii, Mika Takarada-Iemata, Takayuki Kannon, Kazuyoshi Hosomichi, Takashi Maejima, Kengo Saito, Yohei Shinmyo, Michihiro Mieda, Atsushi Tajima, Hiroshi Kawasaki, Osamu Hori

**Keywords:** neocortex, astroglia, primary culture, higher mammals, cell proliferation, morphology, calcium, brain evolution

## Abstract

Astrocytes play key roles in supporting the central nervous system structure, regulating synaptic functions, and maintaining brain homeostasis. The number of astrocytes in the cerebrum has markedly increased through evolution. However, the manner by which astrocytes change their features during evolution remains unknown. Compared with the rodent brain, the brain of the ferret, a carnivorous animal, has a folded cerebral cortex and higher white to gray matter ratio, which are common features of the human brain. To further clarify the features of ferret astrocytes, we isolated astrocytes from ferret neonatal brains, cultured these cells, and compared their morphology, gene expression, calcium response, and proliferating ability with those of mouse astrocytes. The morphology of cultured ferret astrocytes differed from that of mouse astrocytes. Ferret astrocytes had longer and more branched processes, smaller cell bodies, and different calcium responses to glutamate, as well as had a greater ability to proliferate, compared to mouse astrocytes. RNA sequencing analysis revealed novel ferret astrocyte-specific genes, including several genes that were the same as those in humans. Astrocytes in the ferret brains had larger cell size, longer primary processes in larger numbers, and a higher proliferation rate compared to mouse astrocytes. Our study shows that cultured ferret astrocytes have different features from rodent astrocytes and similar features to human astrocytes, suggesting that they are useful in studying the roles of astrocytes in brain evolution and cognitive functions in higher animals.

## Introduction

Astrocytes are one of the three major glial cell types in the brain and play multiple roles by supporting the central nervous system structure (Schiweck et al., 2018), providing neurotrophic factors (Schwartz and Nishiyama, 1994; Pöyhönen et al., 2019), facilitating the formation of the blood-brain barrier (Janzer and Raff, 1987; Abbott et al., 2006), regulating synapse formation (Bolton and Eroglu, 2009; Chung et al., 2015), and maintaining central nervous system homeostasis (Dani et al., 1992; Gee and Keller, 2005). Astrocytes affect cognitive processing, including learning, memory, and emotionality by regulating the connectivity of neural networks (Orr et al., 2015; Nagai et al., 2019). Astrocyte dysfunction is associated with neurodevelopmental diseases such as tuberous sclerosis complex, Rett syndrome, fragile X syndrome, and autism spectrum disorder (McGann et al., 2012; Molofsky et al., 2012). Interestingly, a previous study showed that mice engrafted with human astrocytes exhibited improved learning, suggesting that astrocytes contribute to improving brain function (Han et al., 2013).

Crucial advances in the mammalian brain during evolution include the expansion and folding of the cerebral cortex. Moreover, the relative number of astrocytes to neurons in the human cortex is higher than that in the rodent cortex (Nedergaard et al., 2003). Human astrocytes have much larger diameters, more complex structures, and longer processes compared to rodent astrocytes (Colombo, 1996; Oberheim et al., 2009). Although rodent astrocytes respond to both ATP and glutamate by increasing their intracellular calcium concentrations, fetal human astrocytes do not respond to glutamate but respond to ATP (Zhang et al., 2016). The propagation of calcium waves is faster in human astrocytes than in rodent astrocytes (Oberheim et al., 2009; Han et al., 2013). These studies suggest that the properties of astrocytes were altered during evolution, which may contribute to the brain structure and function in higher mammals. However, the molecular and cellular mechanisms underlying changes in astrocytes and their contribution to cerebral cortex evolution remain unclear.

Compared with the rodent brain, the ferret brain has a folded cerebral cortex, higher white to gray matter ratio, and ventral hippocampus (Barnette et al., 2009). Therefore, ferrets have been widely used to investigate the mechanisms underlying the development and evolution of well-developed brains (Gilardi and Kalebic, 2021). Ferret astrocytes in the visual cortex have more territory volume and overlap with neighboring astrocyte processes compared to mouse astrocytes (López-Hidalgo et al., 2016; Zhang et al., 2016). Visually evoked calcium responses in ferret visual cortex astrocytes are robust and highly tuned to visual stimuli, whereas visual responses in mouse astrocytes are weak (Schummers et al., 2008). These studies indicate that investigating ferret astrocytes may facilitate an understanding of their role in higher brain functions.

In this study, to clarify the features of ferret astrocytes, we for the first time isolated and cultured astrocytes from neonatal ferret brains. Our results show that cultured ferret astrocytes have different cell morphology, gene expression, calcium response, and proliferation ability from rodent astrocytes and features similar to human astrocytes. Therefore, ferret astrocytes may be a useful tool for studying the roles of astrocytes in brain evolution and higher cognitive functions.

## Materials and methods

### Animals

Normally pigmented sable ferrets (*Mustela putorius furo*) were purchased from Marshall Farms (North Rose, NY, USA) and maintained as previously described (Kawasaki et al., 2004; Iwai and Kawasaki, 2009). Wild-type ICR mice were maintained as previously described (Roboon et al., 2021). The day of birth was defined as postnatal day 0 (P0). All procedures were performed in accordance with protocols approved by the Animal Care and Use Committee of Kanazawa University (AP-183919).

### Astrocyte primary culture

Astrocyte cultures were prepared from the cerebral cortices of postnatal day 1 (P1) to P3 neonatal mice and P1 ferrets following the McCarthy and de Vellis (1980) astrocyte model. Briefly, cerebral cortices were digested at 37°C in Hanks’ Balanced Salt Solution containing 2 mg/ml dispase II (383-02281, Wako, Osaka, Japan). The cells were plated in poly D-lysine-coated flasks (356537, Corning, Inc., Corning, NY, USA) and cultured in Dulbecco’s modified Eagle’s medium (044-29765, Wako) supplemented with 10% fetal bovine serum. After 14 days of cultivation, the culture flasks were shaken at 200 rpm for 12 h and the supernatant was discarded. Astrocytes were detached using 0.05% trypsin-EDTA (15400054, Thermo Fisher Scientific, Waltham, MA, USA), plated at a density of 1 × 10^5^ cells/cm^2^ into culture dishes, and cultured in the media for glial cells described above. For cryopreservation, astrocytes were frozen in 10% dimethyl sulfoxide (1340655, Nacalai Tesque, Kyoto, Japan) in astrocyte culture medium for 24 h and then transferred to a liquid nitrogen storage tank.

### RNA sequencing transcriptome profiling

Astrocytes were cultured in the culture media containing 10% fetal bovine serum for 3 days after plating, after which the media were replaced with serum-free growth media [50% Neurobasal Medium (21103049, Thermo Fisher Scientific), 50% Dulbecco’s modified Eagle’s medium, 100 U/ml of penicillin, 100 μg/ml of streptomycin, 1 mm of sodium pyruvate, 2 mm of L-glutamine, 1 μg/ml of transferrin (T1147, Sigma-Aldrich, St. Louis, MO, USA), 1 μg/ml of bovine serum albumin, 0.16 μg/ml of putrescine (P5780, Sigma-Aldrich), 0.6 ng/ml of progesterone (P8783, Sigma-Aldrich), 0.4 ng/ml of sodium selenite (S5261, Sigma-Aldrich), 5 μg/ml of N-Acetyl Cysteine (NAC), and 5 ng/ml of heparin-binding EGF-like growth factor (E4643, Sigma-Aldrich)]. Total RNA from cultured ferrets and mouse astrocytes was harvested on day 7 and used for RNA library preparation using the TruSeq Stranded mRNA Sample Preparation Kit (20020594, Illumina, San Diego, CA, USA), with polyA selection for ribosomal RNA depletion. Libraries were generated in duplicate using 500 ng of total RNA extracted from cultured ferrets or mouse astrocytes. The libraries were sequenced using an Illumina HiSeq 2000 to obtain paired-end 101-bp reads for each sample.

RNA-sequencing (RNA-seq) reads were aligned to their reference genomes using STAR v2.7.0f (Dobin et al., 2013) with default settings. The following Ensembl reference genomes were used: ferret, MusPutFur1.0.99; mouse, GRCm38.99 (Cunningham et al., 2019). Gene expression profiles were quantified using Cufflinks v2.2.1 (Trapnell et al., 2012) from the aligned RNA-seq reads with gene annotation information corresponding to the reference genomes (Liao et al., 2014). Gene expression levels are represented as fragments per kilobase of exon per million reads mapped (FPKM) and normalized by the number of RNA fragments mapped to the reference genome and total length of all exons in the transcript. Read counts from the RNA mapping were obtained by “featureCounts” (Liao et al., 2014). Read counts, FPKM and gene length of all the transcripts were listed in the Supplementary Table 1.

### Protein extraction and western blot analyses

Astrocytes cultured in media containing serum for 4 days were lysed in RIPA lysis buffer containing 1% NP-40, 0.1% sodium dodecyl sulfate, 0.2% deoxycholate, and protease inhibitors (1 mm phenylmethylsulfonyl fluoride and 1 μg/ml aprotinin), and total protein was extracted. Equal concentrations of denatured protein lysates were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes. The membranes were blocked with 5% skimmed milk for 30 min and incubated with primary antibodies against GFAP (1:2000; G9269, Sigma), vimentin (1:500, SC-7557, Santa Cruz Biotechnology, Dallas, TX, USA), NDRG2 (1:1000, SC-19468, Santa Cruz Biotechnology), EAAT1 (1:1000, DS130-095-814-5-21-2, Miltenyi Biotec, Gladbach Bergisch, Germany), SOX9 (1:1000, af3075, R&D Systems, Minneapolis, MN, USA), PMP2 (1:1000, 12717-1-AP, Proteintech, Rosemont, IL, USA), CALCOCO2 (1:1000, 12229-1-AP, Proteintech), and β-actin (1:2000, 281-98721, FUJIFILM Wako Chemicals, Osaka, Japan) at 4°C for 16 h. The membranes were washed three times with Tris-buffered saline containing Tween 20 and incubated with anti-rabbit (1:5000, sc-2004, Santa Cruz Biotechnology), anti-goat (1:1000, sc-2354, Santa Cruz Biotechnology), or anti-mouse (1:5000, sc-516102, Santa Cruz Biotechnology) secondary antibodies at room temperature for 2 h. Immunoreactivity was detected using an enhanced chemiluminescence system (Luminata Forte HRP substrate, 61-0196-09, Merck Millipore, Billerica, MA, USA). The results were quantified using ImageJ version 1.52p software (NIH, Bethesda, MD, USA)^1^.

### Calcium imaging

Astrocytes cultured in serum-containing media for 4 days were loaded with a calcium indicator, 2.5 μm Fura-2AM (Dojindo Laboratories, Kumamoto, Japan), and incubated at 37°C for 40 min. After 15 min of incubation in the culture media without Fura-2AM, the coverslip containing the cells was transferred to an imaging chamber with an external solution (140 mm NaCl, 2.5 mm KCl, 2 mm CaCl_2_, 1 mm MgCl_2_, 10 mm HEPES, and 10 mm glucose, pH 7.4, adjusted with NaOH) flowing at 1 ml/min at room temperature. Fluorescence images were acquired using an upright microscope (BX51WI, Olympus, Tokyo, Japan) equipped with a water immersion objective (×40, numerical aperture 0.8; Olympus), mercury light source, filter wheel system (ProScan II, Prior Scientific, Rockland, MA, USA), and a cooled CCD camera (CoolSNAP HQ2, Photometrics, Tucson, TZ, USA). A set of two images at 340 and 380 nm emission frequencies was recorded every 5 s through a dichroic mirror (415 nm) and an emission filter (500–530 nm) using imaging software (MetaFluor, Molecular Devices, Sunnyvale, CA, USA). Fluorescence signals from selected regions of interest were background-corrected and expressed as the ratio of fluorescence intensities at 340 and 380 nm.

### 5-Bromo-2′-deoxyuridine labeling

The proliferation of astrocytes cultured in media containing serum was evaluated through double labeling with 5-bromo-2-deoxyuridine (BrdU, 05650-66, Nacalai Tesque) and GFAP-positive cells on day 7. The cells were incubated with BrdU (10 μm) in culture medium for 24 h, fixed with 4% paraformaldehyde (PFA), and permeabilized with 0.1% Triton-X100. BrdU epitope was exposed by incubating the cells in 2 M hydrochloric acid at 37°C for 1 h, followed by neutralization with 0.1 M sodium borate (pH 8.5) for 20 min. The cells were then examined using immunocytochemistry, as described below.

### Immunocytochemistry

Cells cultured in serum-containing media were fixed with 4% PFA for 10 min and permeabilized with 0.1% Triton X-100 on day 7. The cells were blocked with 3% bovine serum albumin and 0.3% Triton-X100 in phosphate-buffered saline (PBS) for 30 min. The cells were stained with antibodies against GFAP (1:1000), MBP (1:500, MAB386, Merck Millipore), Iba1 (1:300, 019-19741, Wako), NeuN (1:300, MAB377, Merck Millipore), β-III tubulin (1:500, MAB1637, Merck Millipore), BrdU (1:25, B44, BD Biosciences, Franklin Lakes, NJ, USA), and Ki67 (1:300, bs-2130, Bioss, Woburn, MA, USA). Immunocytochemical labeling was visualized with Alexa Fluor™ 488 (1:200, Thermo Fisher Scientific) or Cy3 (1:200, Jackson ImmunoResearch Laboratories, West Grove, PA, USA)-conjugated secondary antibodies. Cell nuclei were visualized using DAPI (D1306, Molecular Probes, Eugene, OR, USA).

### Immunohistochemistry

The animals were deeply anesthetized with an anesthetic mixture containing medetomidine, butorphanol, and midazolam and subjected to transcardial perfusion with PBS, followed by 4% PFA. The brains were post-fixed in 4% PFA overnight and dehydrated in 30% sucrose for 72 h. The brains were embedded in OCT compound and stored at −80°C. Free-floating coronal sections were prepared using a cryostat. The sections were washed with PBST (0.3% Triton X-100 in PBS), blocked with 3% bovine serum albumin and 0.3% Triton X-100 in PBS for 30 min, and incubated overnight with antibodies against GFAP (1:1000), S100β (1:300, S2532, Sigma-Aldrich), Ki67 (1:100) and GFP (1:500, 04404-84, Nacalai Tesque). The sections were washed and labeled with secondary antibodies conjugated to Alexa Fluor™ 488 (1:200) or Cy3 (1:200). Cell nuclei were visualized using DAPI.

### *In utero* electroporation for ferrets and mice

*In utero* electroporation for ferrets was performed as described previously (Kawasaki et al., 2012; Shinmyo et al., 2017). Briefly, the uterine horns of anesthetized pregnant ferrets at E31 were exposed and kept wet by adding drops of PBS intermittently. The location of embryos was visualized with transmitted light delivered through an optical fiber cable. Approximately 2 to 5 μl of DNA solution of pCAG-PBase and pPB-CAG-EGFP described previously (Hamabe-Horiike et al., 2021) were injected into the lateral ventricle using a pulled glass micropipette. Each embryo within the uterus was placed between tweezer-type electrodes with a diameter of 5 mm (CUY650-P5; NEPA Gene, Japan). Square electric pulses (100 V, 50 ms) were passed five times at 1-s intervals using an electroporator (ECM830, BTX, Cambridge, UK). The wall and skin of the abdominal cavity were sutured, and the embryos were allowed to develop normally. *In utero* electroporation for mice was performed as described previously (Wakimoto et al., 2015). The same DNA solution described above was injected into the lateral ventricle at E15.

### Image analysis

For *in vitro* studies, three to five independent cultures were established, and cells in multiple fields were counted for each culture. For *in vivo* studies, three to four brain sections from each animal were analyzed. Each field was imaged using z-stacks with 2 μm steps consisting of ten planes. To evaluate astrocyte proliferation, we analyzed the ratio of Ki67/GFAP or BrdU/GFAP double-positive to GFAP-positive cells. Astrocyte proliferation was analyzed in the corpus callosum and layers 2–6 of the cortex. Images were captured using a BZ-x710 microscope (Keyence, Osaka, Japan), and the cells were counted using ImageJ software. Morphology of astrocytes was analyzed in layer 2–6 of the cortex. Fluorescence images (1 μm intervals) were acquired with a laser confocal microscope (Dragonfly; Andor, Belfast, Northern Ireland) equipped with an water-immersion objective lens (×60). Stacked images were obtained using the Fiji package of ImageJ.

### Statistical analysis

The results are expressed as the mean ± standard error of the mean (SEM), with the number of experiments indicated by *n*. An unpaired two-tailed Student’s *t*-test was used to evaluate the statistical significance of the results. Differences were considered statistically significant at *P* < 0.05.

## Results

### Isolation of ferret astrocytes

In the ferret brain, astrogenesis begins during the last 4 days of embryonic development (E38–E41) and continues for 2 weeks in the postnatal brain (Gilardi and Kalebic, 2021). In mice, astrogenesis starts at approximately E18 and continues for at least a week after birth (Reemst et al., 2016). To obtain proliferating astrocyte cultures, we isolated mixed glial cells from the cortices of neonatal P1 ferrets and P1–P3 mice as described previously (McCarthy and de Vellis, 1980). To achieve the proper astrocyte density, we cultured glial cells from one ferret pup in four T75 tissue culture flasks. In contrast, we used glial cells from the cortices of four mouse pups in a single T75 flask. The mixed glial cells were cultured in an astrocyte culture medium supplemented with 10% fetal bovine serum for 14 days (Figure 1A). On day 7, ferret cells grew faster than mouse cells and covered most of the surface area of the culture flasks (Figure 1B). After 14 days of growth, the flasks were shaken overnight, and the supernatant was discarded to remove microglia and oligodendrocytes from the mixed glial culture. The remaining astrocytes were detached using trypsin-EDTA, replated on culture dishes, and cultured in media containing serum. To examine the purity of the astrocyte cultures at 4 days after plating, the cells were immunostained with antibodies against cell type-specific markers of astrocytes (GFAP), oligodendrocytes (MBP), microglia (Iba1), and neurons (NeuN and βIII-tubulin). The ferret astrocyte culture contained 97% astrocytes, 1% microglia, and 2% neurons (Figures 1C,D). In contrast, the mouse astrocyte culture contained 96% astrocytes and 4% microglia (Figures 1C,E). In addition, the purity of replated ferret astrocytes after freezing in liquid nitrogen and thawing was 100% (Supplementary Figure 1).

**FIGURE 1:**
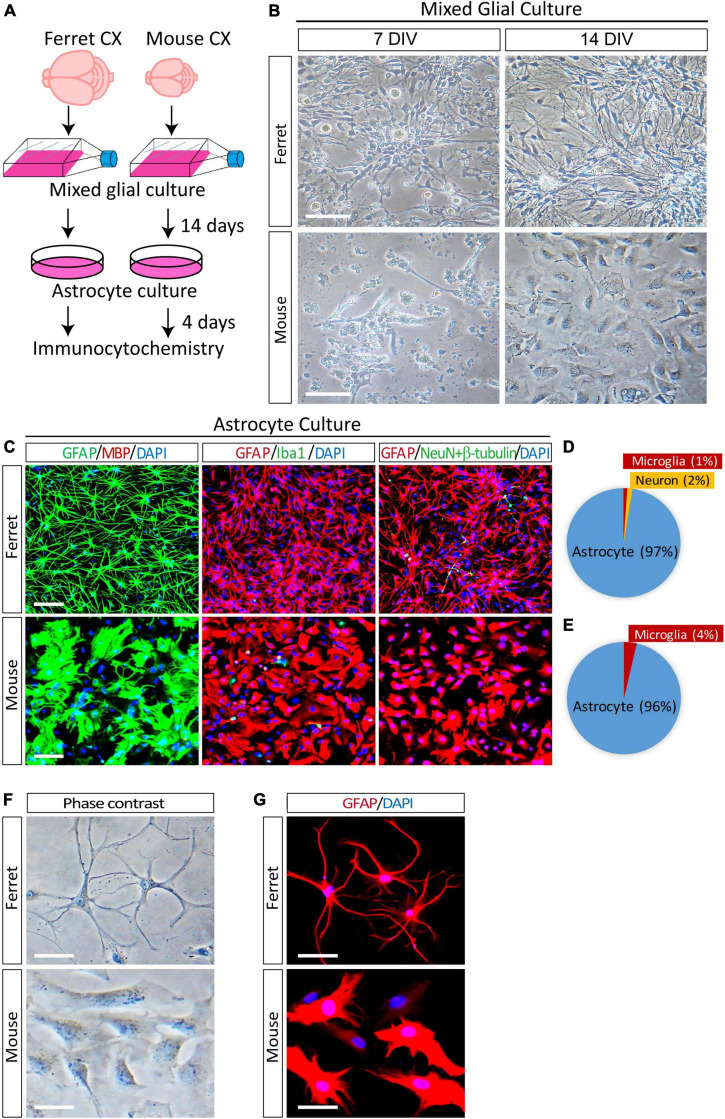
Purification and morphological analysis of ferret and mouse astrocytes. **(A)** Experimental procedure used to culture ferret and mouse astrocytes. Mixed glial cells and astrocytes were cultured in media containing 10% fetal bovine serum. **(B)** Representative phase-contrast images of ferret and mouse mixed glial culture at 7 and 14 days *in vitro* (DIV). Scale bars = 100 μm. **(C)** Cultured ferret and mouse astrocytes were subjected to immunocytochemistry of GFAP, MBP, Iba1, NeuN, and β-III tubulin at 4 days after plating. Nuclei were counterstained with DAPI. Scale bars = 100 μm. **(D,E)** Proportion of astrocytes, oligodendrocytes, microglia, and neurons in ferret and mouse astrocyte cultures. *n* = 3 independent cultures. **(F,G)** Representative images of phase-contrast and immunocytochemistry of ferret and mouse astrocytes at 4 days after plating, with GFAP antibody. Nuclei were counterstained with DAPI. Scale bars = 20 μm.

Next, to examine the morphological differences between cultured astrocytes from ferret and mouse, we performed phase contrast observation and immunocytochemistry using an anti-GFAP antibody. There were more branched and longer processes and smaller cell bodies in ferret astrocytes than in mouse astrocytes (Figures 1F,G). Furthermore, although mouse astrocytes showed a cobblestone-like pattern and closely adhered to adjacent cells, ferret astrocytes did not adhere to each other, even after they grew and covered most of the culture dish surface.

### Comparison of ferret and mouse astrocyte transcriptomes

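Astrocytes of 2 species were sequenced, with 2 libraries from ferret astrocytes and 2 from mouse astrocytes. The cultures came from the cortices of postnatal day 1 ferrets and of mice on postnatal day 1 to 3, were grown as mixed glia for 14 days, shaken and replated. Serum was withdrawn on day 3 after plating and RNA was harvested on day 7. Each library was made from 500 ng of total RNA with a stranded, polyA-selected protocol and sequenced as paired-end reads of 101 bp. The paper states that libraries were made in duplicate, and its text does not say whether the duplicates came from separate cultures. The authors aligned the reads of each species to its own genome with STAR, using the Ensembl annotation of the ferret and of the mouse, and deposited one FPKM per gene and library from Cufflinks. FPKM is the number of fragments per kilobase of exon, scaled to the fragments mapped in the library. It holds no read counts, so the depth of each library is unknown from these values. Steps between the lowest FPKM values give only the ratio of the depths within a species, 1.17 for ferret replicate 1 against replicate 2 and 0.834 for mouse replicate 1 against replicate 2. The ferret values covered 14584 gene symbols and the mouse values 55139. Symbols were matched without regard to case, which left 13373 symbols present in both species. The shared symbols summed to 227391 and 236543 FPKM in the 2 ferret libraries and to 300465 and 308122 FPKM in the 2 mouse libraries, so equal FPKM in both species stands for a larger share of the shared genes' total in ferret astrocytes. Where a symbol had several values in a species, the one with the highest mean was used. Differences were tested with limma on log2(FPKM + 1), for 10204 genes with a mean FPKM of at least 1 in at least one species, and fold changes of low genes are understated on this scale. The median absolute log2 difference between duplicates was 0.081 for ferret and 0.065 for mouse astrocytes. Species, genome annotation and culture cannot be separated in this design, and the adjusted p-values compare these 4 libraries. An exact permutation test of 2 libraries against 2 cannot reach a p under 0.05 for a single gene.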

The gene expression profiles of cultured ferret and mouse astrocytes were compared using RNA-seq. To reduce the effect of serum in the culture media on gene expression (Foo et al., 2011), total RNA was prepared from astrocytes cultured in serum-free media for 4 days (days 3–7). We calculated FPKM of each gene (Supplementary Table 1) and identified ferret- or mouse-specific astrocyte genes (FPKM <1 in non-enriched species, ranked by FPKM in enriched species; Table 1). 

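By the rule of an FPKM under 1 in the non-enriched species, with a mean FPKM of at least 1 in the enriched species, 581 genes were ferret-specific and 1040 were mouse-specific. The paper's read counts were available here for 70 of these ferret-specific and 160 of these mouse-specific genes. For 12 of the 70 and 9 of the 160, counts and lengths gave at least 1 in the other species, so some of these genes may rest on failed estimates. All 20 of the highest mouse-specific genes and 18 of the 20 highest ferret-specific genes were those of Table 1. The ferret-specific genes other than Ptp4a1 and St6galnac2 in that table recurred, and Vwce (29.4 ± 1.76 FPKM, SD, n = 2) and Hsd17b14 (29.4 ± 4.10, SD, n = 2) took their places. Both genes have 2 mouse values. Mouse Ptp4a1 stood at 0.578 ± 0.185 FPKM (SD, n = 2) in one and at 15.4 ± 0.231 (SD, n = 2) in the other, and GENCODE annotates 2 overlapping genes of that name on chromosome 1 of GRCm38, from 30940302 to 30949309 and from 30940302 to 30949770, both on the minus strand. Mouse St6galnac2 stood at 4.41 ± 0.038 FPKM (SD, n = 2) and at 0.283 ± 0.048 (SD, n = 2), with one gene on chromosome 11 from 116675303 to 116694868 and another of the same name inside it, from 116677483 to 116681290. The 20 highest genes of each species were separated from the other species by far more than the spread between duplicates. The absolute log2 differences of these genes ranged from 4.53 to 7.47 for ferret-specific and from 5.27 to 9.18 for mouse-specific genes. Their largest adjusted p was 1.08e-10 by limma with Benjamini-Hochberg adjustment. The genes were selected for a mean under 1 in the other species and the highest means in the enriched one. Large differences were therefore built into the choice, and these values are no separate test of it. Among the highest ferret-specific genes, Cyp26a1 had 145.3 and 136.4 FPKM in the 2 ferret libraries and 0 and 0.047 in the 2 mouse libraries. Dut and Nts are listed at 0 in both mouse libraries. An exact 0 can be a failed estimate, and the read counts of these genes were not examined. The highest mouse-specific gene, Serpinf1, had 641 ± 16.6 FPKM (SD, n = 2) in mouse and 0.111 ± 0.024 (SD, n = 2) in ferret astrocytes. Lcn2 had 459 and 462 FPKM in the mouse libraries and is listed at 0 in both ferret libraries. Tyrobp, C1qb, Ctss, Mpeg1 and Laptm5 of the mouse-specific genes belong to a list of 20 microglial markers, of which the 18 tested were all lower in ferret astrocytes. With FPKM rescaled to a sum of 1000000 over the shared symbols in each library, 9 of the 20 highest mouse-specific genes were those of Table 1, because 11 of the Table 1 genes then exceeded 1 in ferret astrocytes. This step multiplied the ferret values by 4.31 and the mouse values by 3.29 on average, so that the limit of 1 stood for 0.232 FPKM as deposited in ferret and 0.304 in mouse astrocytes. With the libraries rescaled to the mean of their 4 sums, an alternative chosen after seeing the data that keeps the level of the values, 20 mouse-specific and 18 ferret-specific genes were those of Table 1.

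**Figure D1:**
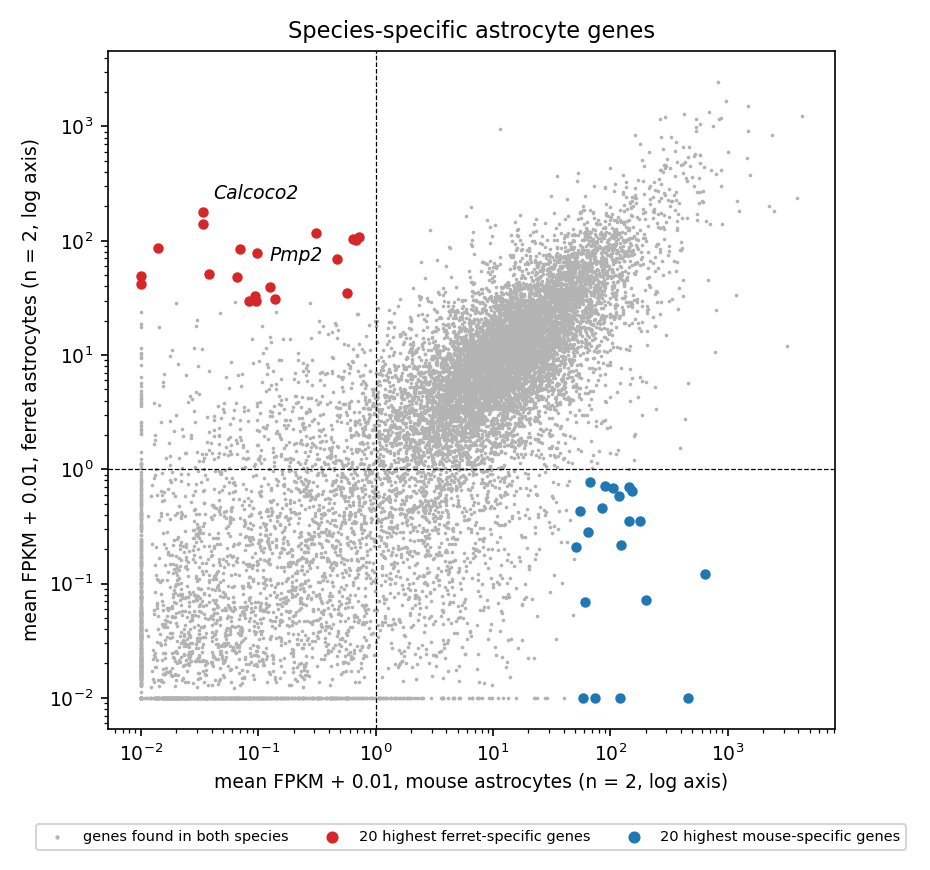
Mean FPKM + 0.01 in mouse (x axis) and ferret astrocytes (y axis), both on log axes, for the 13373 genes found in both species (mean of 2 libraries each). Dashed lines mark an FPKM of 1, and the coloured points, the 20 highest species-specific genes of each species, lie below 1 in the other species.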

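Calcoco2, which encodes an autophagy receptor, ranked first among the ferret-specific genes. Its FPKM was 183 and 177 in the 2 ferret libraries and 0.047 and 0 in the 2 mouse libraries, a log2 difference of 7.47 (standard error 0.067, adjusted p = 2.38e-12 by limma with Benjamini-Hochberg adjustment). The mouse gene lies on chromosome 11 of GRCm38 from 96099326 to 96111964 on the minus strand, with 6 exonic regions. Pmp2, which encodes a fatty acid-binding protein of peripheral myelin, ranked at position 9. Its FPKM was 78.2 ± 5.38 (SD, n = 2) in ferret and 0.087 ± 0.041 (SD, n = 2) in mouse astrocytes, a log2 difference of 6.19 (standard error 0.077, adjusted p = 8.15e-12 by the same test). The mouse gene lies on chromosome 3 from 10179851 to 10183929 on the minus strand, with 4 exonic regions. For both genes the difference exceeded the spread between duplicates many times over. Both were selected as species-specific in these same libraries, so this is no separate test. The human astrocyte data were not analysed here.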

A comparison of the results with those of a previous study using human and mouse astrocytes (Zhang et al., 2016) revealed that several of the ferret astrocyte-specific genes were also present in humans, including *Calcoco2* and *Pmp2* (Table 2). We further confirmed that PMP2 and CALCOCO2 protein expression were significantly higher in ferret astrocytes than in mouse astrocytes (Supplementary Figure 2).

**TABLE 1:** Expression of top 20 species-specific genes.

Genes in ferret astrocytes not found in mouse astrocytes			Genes in mouse astrocytes not found in ferret astrocytes		
Gene symbol	Ferret astrocyte expression	Mouse astrocyte expression	Gene symbol	Ferret astrocyte expression	Mouse astrocyte expression
*Calcoco2*	180.2	0.02	*Serpinf1*	0.11	641.5
*Ptp4a1*	144.6	0.58	*Lcn2*	0.00	460.7
*Cyp26a1*	140.9	0.02	*Tmem176b*	0.06	201.5
*Aldh1a3*	115.8	0.30	*Cavin2*	0.34	179.0
*Agt*	108.6	0.71	*Aldh1a1*	0.63	153.9
*Psmd5*	102.6	0.63	*Tyrobp*	0.69	145.5
*Rtl5*	101.7	0.67	*Cyp26b1*	0.35	144.9
*Pam*	86.6	0.00	*Cemip*	0.21	123.0
*Mpz*	84.7	0.06	*Tmem176a*	0.00	121.9
*Pmp2*	78.2	0.09	*C1qb*	0.57	119.2
*Pygm*	69.6	0.46	*Ctss*	0.68	105.9
*Ldoc1*	51.2	0.03	*Pcolce*	0.71	90.7
*Nts*	49.4	0.00	*Mpeg1*	0.45	84.0
*St6galnac2*	48.0	0.28	*Mgp*	0.00	74.4
*Ifi44l*	47.9	0.06	*Mfsd2a*	0.76	66.9
*Dut*	41.4	0.00	*Thbd*	0.27	64.1
*Pdlim3*	39.0	0.12	*C3*	0.06	60.4
*Ppp2r2c*	35.1	0.56	*Apobec1*	0.00	58.7
*Gpr83*	33.0	0.08	*Slc39a12*	0.42	54.6
*Sbspon*	31.1	0.13	*Laptm5*	0.20	50.5

Genes were ranked by FPKM. Species-specific astrocyte genes have FPKM values <1 in astrocytes from non-enriched species.

**TABLE 2:** Human-astrocyte specific genes identified in ferret astrocytes (Zhang et al., 2016).

Genes in human and ferret astrocytes not found in mouse astrocytes		
Gene symbol	Ferret astrocyte expression	Mouse astrocyte expression
*Calcoco2*	157.1	0.03
*Pmp2*	51.5	0.08

Top 20 Ferret-enriched genes were compared with top 20 human-enriched genes (Zhang et al., 2016). Genes in human and ferret astrocytes not found in mouse astrocytes were ranked by FPKM.

Next, we compared the expression of astrocyte-specific genes (Boisvert et al., 2018) in the cells treated with serum-free media. 

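Of the 11 astrocyte markers, 8 were lower in ferret astrocytes at an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. Apoe differed most on the log2(FPKM + 1) scale, with 12.0 ± 0.322 FPKM (SD, n = 2) in ferret and 3175 ± 198 (SD, n = 2) in mouse astrocytes, a log2 difference of -7.93 (standard error 0.064, adjusted p = 1.70e-12). Slc1a2, which encodes the glutamate transporter GLT-1, had 0.133 and 0.178 FPKM in the 2 ferret libraries and 47.1 and 51.8 in the 2 mouse libraries, a log2 difference of -5.45 (standard error 0.077, adjusted p = 1.44e-11). Its ferret level was under the limit of 1 that defines mouse-specific genes. Aqp4 stood at 23.3 ± 2.11 FPKM (SD, n = 2) in ferret and 206 ± 5.96 (SD, n = 2) in mouse astrocytes. Aldh1l1 stood at 9.86 ± 0.375 (SD, n = 2) and 82.8 ± 2.25 (SD, n = 2), and Ndrg2 at 20.8 ± 1.58 (SD, n = 2) and 161 ± 10.5 (SD, n = 2). The log2 differences of these 3 genes were -3.09, -2.95 and -2.89. As shares of the reads of 1999 genes in the paper's Supplementary Table 1, without division by gene length, the paper's read counts gave log2 ratios of -2.53 for Aldh1l1 and -1.19 for Ndrg2. Slc1a3 had 80.5 ± 5.50 FPKM (SD, n = 2) in ferret and 181 ± 5.17 (SD, n = 2) in mouse astrocytes, a log2 difference of -1.16 (standard error 0.065, adjusted p = 7.11e-08). Vim, at 1230 ± 61.2 (SD, n = 2) and 4262 ± 169 (SD, n = 2), and Sox9, at 17.6 ± 0.879 (SD, n = 2) and 33.5 ± 1.25 (SD, n = 2), were lower in ferret astrocytes as well, by log2 differences of -1.79 and -0.89. All 8 genes stayed lower at an adjusted p under 0.05 under each scaling of FPKM that was tried. Slc1a2 moved most, to a log2 difference of -7.61 with a pseudocount of 0.1, and Vim moved to -0.97 after quantile normalization of the 4 libraries.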

Astrocyte-markers were expressed in both species, although the expression levels of *Aqp4*, *Aldh1l1*, *Apoe*, *Ndrg2*, *Slc1a2*, and *Slcla3* were lower in ferret astrocytes (Table 3). In contrast, *S100b* and *Aldoc* were higher in ferret astrocytes.

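S100b had 246 ± 2.59 FPKM (SD, n = 2) in ferret and 60.2 ± 4.05 (SD, n = 2) in mouse astrocytes, a log2 difference of 2.01 (standard error 0.063, adjusted p = 1.25e-09 by limma with Benjamini-Hochberg adjustment). The gene lengths behind these values differ. The paper's Supplementary Table 1 gives 279 bp for the ferret and 1484 bp for the mouse gene, with the paper's read counts at 2699 and 2294 in the ferret libraries and 2636 and 3488 in the mouse libraries. As shares of the reads of the 1999 genes, without division by gene length, these counts gave a log2 ratio of 0.27, against 2.03 between the mean FPKM. Aldoc had 1660 ± 57.2 FPKM (SD, n = 2) in ferret and 965 ± 69.6 (SD, n = 2) in mouse astrocytes, a log2 difference of 0.78 (standard error 0.073, adjusted p = 3.59e-06). Both differences in FPKM were larger than the spread between duplicates. Gfap, at 1502 ± 29.1 FPKM (SD, n = 2) in ferret and 1487 ± 82.7 (SD, n = 2) in mouse astrocytes, did not differ (log2 difference 0.01, standard error 0.069, adjusted p = 0.841 by limma). With FPKM rescaled to the same sum over the shared symbols, Gfap was higher in ferret astrocytes as well, by a log2 difference of 0.41 (adjusted p = 6.33e-05 by limma).

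**Figure D2:**
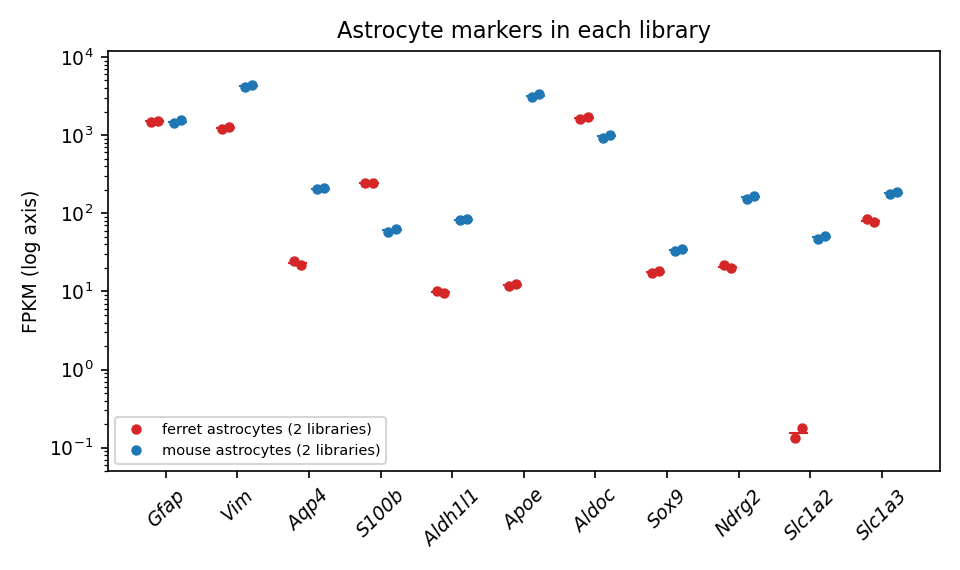
FPKM (log axis) of the 11 astrocyte markers in each of the 2 ferret and 2 mouse libraries. Points are libraries and short lines are their means, and the ferret points of S100b and Aldoc lie above the mouse points, while those of Apoe and Slc1a2 lie furthest below.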

**TABLE 3:** Expression levels of astrocyte-specific marker genes (FPKM) in ferret and mouse astrocytes.

Astrocyte-specific markers		
Gene symbol	Ferret astrocyte expression	Mouse astrocyte expression
*Gfap*	1,501.6	1,487.1
*Vim*	1,229.8	4,261.9
*Aqp4*	23.2	205.7
*S100b*	245.5	60.2
*Aldh1l1*	9.8	82.7
*Apoe*	12.0	3,174.9
*Aldoc*	1,659.6	965.4
*Sox9*	17.6	33.5
*Ndgr2*	20.8	161.2
*Slc1a2*	0.1	49.4
*Slc1a3*	80.5	180.8

### Expression of astrocyte markers in cultured ferret astrocytes

To further investigate the protein expression of astrocyte markers in cultured ferret astrocytes, we performed western blot analysis using antibodies against GFAP, vimentin, SOX9, EAAT1, and NDRG2. All of these markers, except for NDRG2, were expressed in ferret astrocytes (Figures 2A–F). The expression levels of GFAP were significantly higher than those of the other markers (Figures 2A–C), whereas the SOX9 and EAAT1 expression levels were significantly lower in ferret astrocytes than in mouse astrocytes (Figures 2A,D,E). These results indicate that markers of rodent astrocytes, such as GFAP, vimentin, and SOX9, can also be used for ferret astrocytes.

**FIGURE 2:**
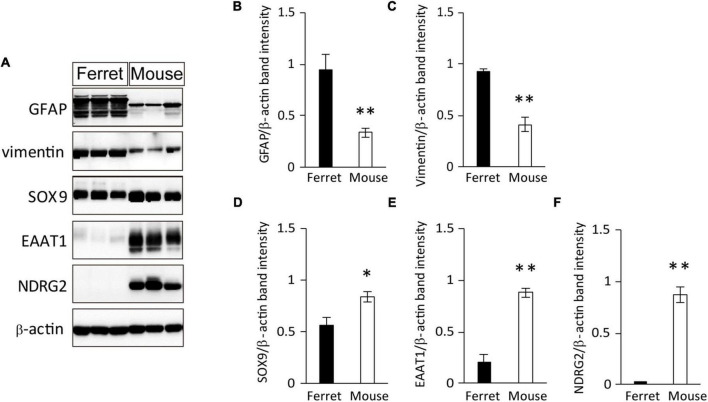
Expression of astrocyte-specific markers. **(A)** Ferret and mouse astrocytes cultured with serum for 4 days were subjected to western blot analysis of astrocyte-specific markers GFAP, vimentin, SOX9, EAAT1, NDRG2, and β-actin. **(B–F)** Relative optical density of astrocyte-specific markers normalized to the loading control β-actin. *n* = 5 independent cultures. Data represent the means ± SEM. The *P*-values were determined using paired Student’s *t*-test. *P < 0.05 and ^**^P < 0.01.

### Calcium response of cultured ferret astrocytes

Although rodent astrocytes respond to sensory input, synaptic glutamate, and extracellular ATP by increasing their intracellular calcium concentrations, cultured fetal human astrocytes, which proliferate robustly, respond to ATP but not to glutamate (Zhang et al., 2016). In contrast, cultured adult human astrocytes that do not divide respond to both ATP and glutamate. To investigate the calcium response in ferret astrocytes, we performed calcium imaging experiments using Fura-2AM. Cultured ferret astrocytes clearly responded to ATP by increasing their increasing calcium levels but did not respond to glutamate (Figures 3A,B). Therefore, the calcium response properties are similar between cultured ferret neonatal and human fetal astrocytes.

**FIGURE 3:**
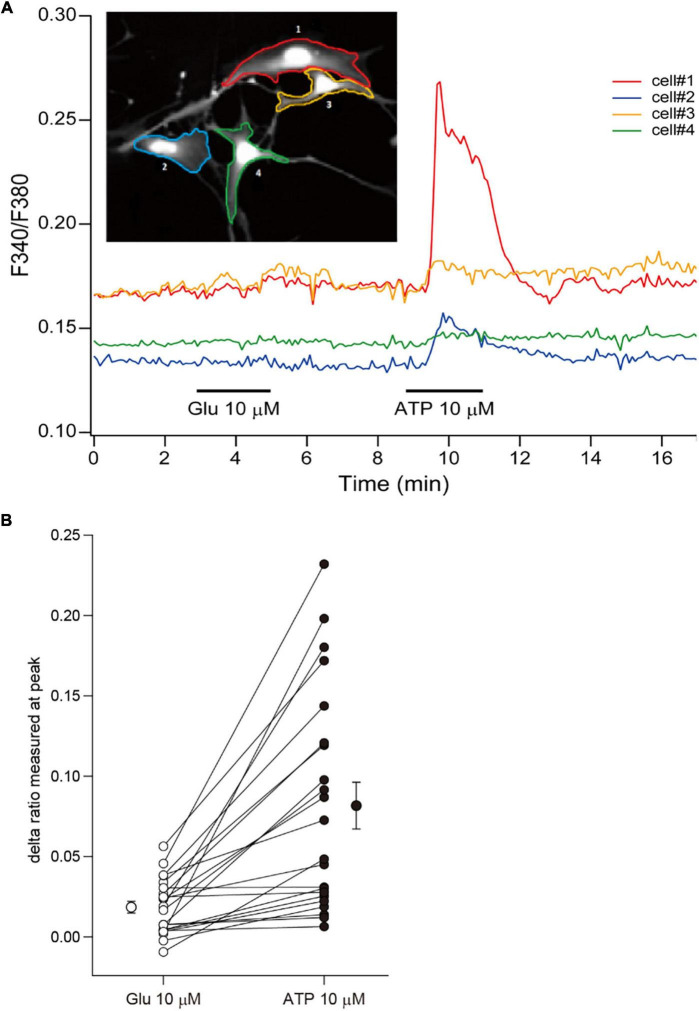
Calcium responses of ferret astrocytes. **(A)** Effect of bath-applied glutamate (10 μm) and ATP (10 μm) on intracellular calcium concentration [(Ca^2+^)_*i*_] of ferret astrocytes. The [Ca^2+^]_i_ was measured from the fluorescent images of cells and expressed as the ratio of Fura-2 intensities at 340 and 380 nm (F340/F380). The time course of changes in the F340/F380 of individual cells shown in the inset are plotted by the corresponding-colored lines depicting the regions of interest. **(B)** Summary plots representing the changes in Fura-2 ratio following treatments of individual cells with glutamate and ATP, expressed as delta ratio (peak ratio during reagent application minus ratio prior to application). The mean values (±SEM, *n* = 22 cells from 1 independent culture) of the delta ratios induced by each reagent are plotted beside the individual data.

### Proliferation and morphology of ferret astrocytes

To compare the proliferation ability of ferret and mouse astrocytes, we performed a BrdU assay and immunocytochemistry of Ki-67, a cell proliferation marker, in cultured cells. We observed a significantly higher rate of BrdU incorporation and Ki-67 positive cells in ferret astrocytes than in mouse astrocytes (Figures 4A–D). Immunohistochemical analysis of Ki-67 and GFAP antibodies in the postnatal and adult brains of ferrets and mice showed that the proliferation rate was higher in postnatal brains than in adult brains (Figures 5, 6). The proliferation rate was significantly higher in ferrets than in mice in the cortex and corpus callosum (Figures 5A–D). In adult brains, although the proliferation rate was low in both ferret and mouse brains, it was still higher in ferrets than in mice, both in the cortex and corpus callosum (Figures 6A–D). These results indicate that ferret astrocytes have a greater ability to proliferate compared to mouse astrocytes. In addition, the morphology of GFAP-positive astrocytes was consistent with that of cultured ferret astrocytes (Figure 1G). Ferret protoplasmic astrocytes had more branched and longer processes than mouse astrocytes in the postnatal (Figures 5Aiii,Biii) and adult brains (Figures 6Aiii,Biii). A similar trend was observed for ferret fibrous astrocytes in the corpus callosum (Figures 5Ai,Bi). To investigate detailed morphology of ferret and mouse astrocytes in the developing brain, we performed *in utero* electroporation of GFP-expressing vectors in the cortex during astrogenesis by using the *piggybac* system (Hamabe-Horiike et al., 2021). In consistent with a previous study of ferret visual cortex using fluorescent dyes (Lopez-Hidalgo et al., 2016), ferret protoplasmic astrocytes had larger cell size, longer primary processes in larger numbers, less spherical shapes, and more invaginations than mouse astrocytes (Figure 5E).

**FIGURE 4:**
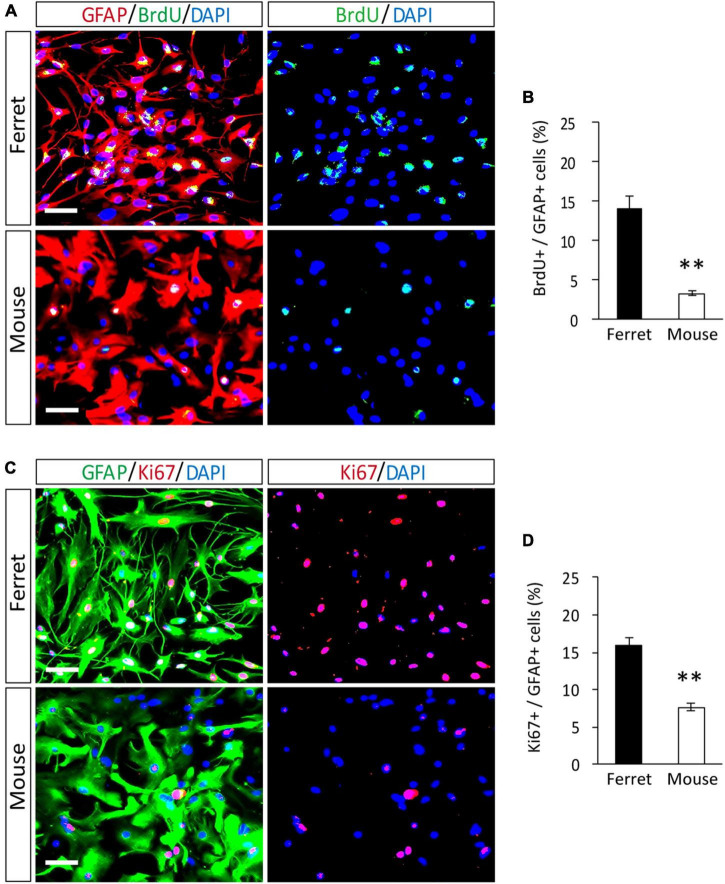
Proliferation of ferret and mouse astrocytes. **(A–D)** Ferret and mouse astrocytes cultured with serum for 4 days were subjected to immunocytochemistry with antibodies against GFAP, BrdU, and Ki67. Nuclei were counterstained with DAPI. Scale bars = 50 μm. **(B,D)** Proportion of BrdU- or Ki67-positive cells in GFAP-positive astrocytes. *n* = 5 independent cultures. Data represent the means ± SEM. The *P*-values were determined using paired Student’s *t*-test. ^**^P < 0.01.

**FIGURE 5:**
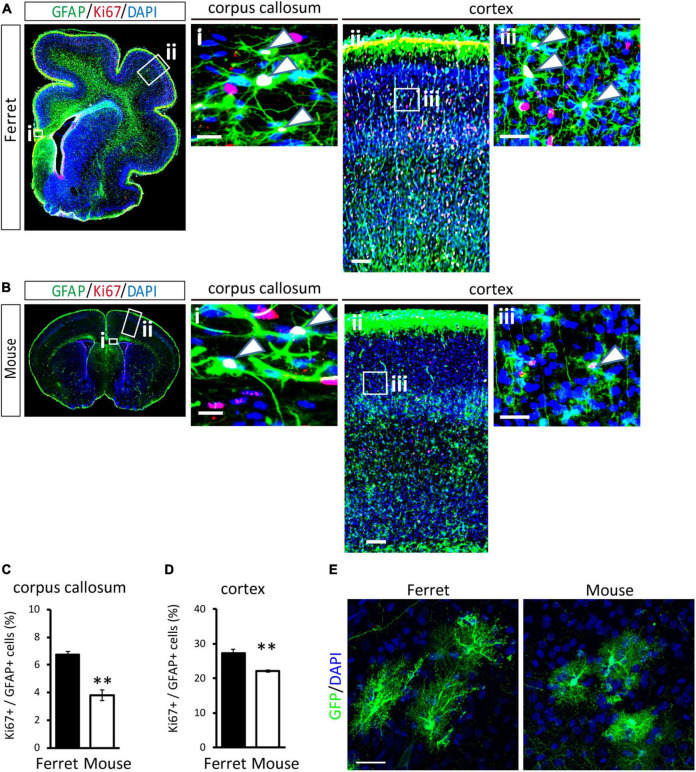
Proliferation of ferret and mouse astrocytes in the developing brain. **(A,B)** Representative images of GFAP and Ki67 in the cortex and corpus callosum of the postnatal ferret at P16 **(A)** and mouse at P8 **(B)**. Nuclei were stained with DAPI. Arrowheads indicate Ki67-positive astrocytes. **(C,D)** Proportion of Ki67-positive cells in GFAP-expressing astrocytes in the corpus callosum **(C)** and cortex **(D)** of ferret and mouse brains. **(E)** Representative images of GFP-transfected astrocytes in the cortex of the ferret (P36) and mouse (P30). Scale bars = 100 μm in **(A i)** and **(B i)**; 200 μm in **(A ii)** and **(B ii)**; 50 μm in **(A iii)** and **(B iii)**; and 30 μm in panel **(E)**. *n* = 4 animals each group. Data represent the means ± SEM. The *P*-values were determined using paired Student’s *t*-test. ^**^P < 0.01.

**FIGURE 6:**
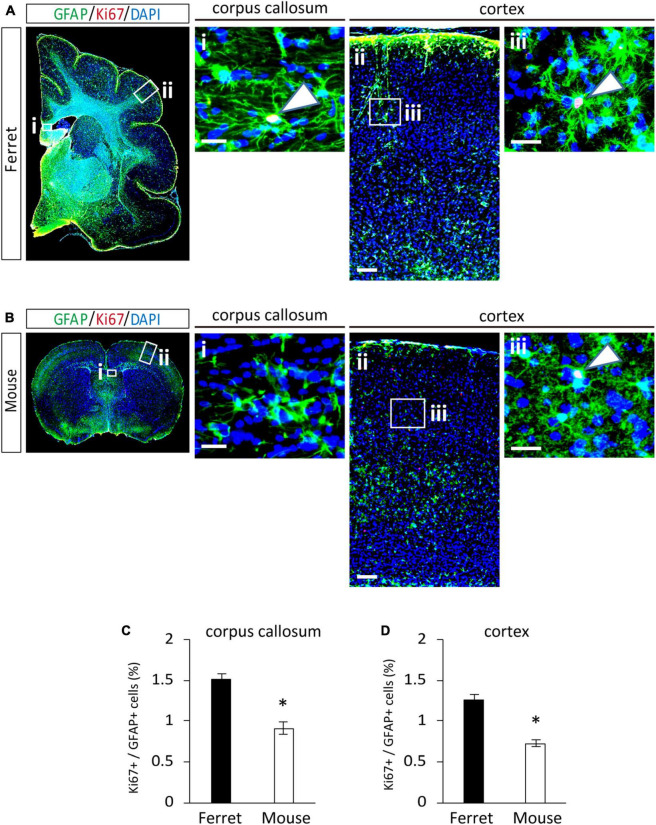
Proliferation of ferret and mouse astrocytes in the adult brain. **(A,B)** Representative images of GFAP and Ki67 in the cortex and corpus callosum of adult ferret at P100 **(A)** and mouse at P70 **(B)**. Nuclei were stained with DAPI (blue). Arrows indicate Ki67-positive astrocytes. **(C,D)** Proportion of Ki67-positive cells in GFAP-expressing astrocytes in the corpus callosum **(C)** and cortex **(D)** of ferret and mouse brains. Scale bars = 100 μm in **(A i)** and **(B i)**; 200 μm in **(A ii)** and **(B ii)**; and 50 μm in **(A iii)** and **(B iii)**. *n* = 4 animals each group. Data represent the means ± SEM. The *P*-values were determined using paired Student’s *t*-test. *P < 0.05.

## Discussion

We investigated the features of ferret astrocytes using ferret and mouse astrocytic culture systems. Cultured ferret astrocytes had longer and branched processes and smaller cell bodies compared to mouse astrocytes. There were common genes in ferret and human astrocytes that were not expressed in mouse astrocytes. Ferret astrocytes showed a calcium response similar to that of human fetal astrocytes, along with a higher proliferation rate than that of mouse astrocytes *in vitro* and *in vivo*. These results suggest that the features of ferret astrocytes differ from those of mouse astrocytes and are common to those with human astrocytes.

We observed that cultured ferret astrocytes had long branched processes and small cell bodies (Figure 1). These features were similar to those of human astrocytes cultured without serum (Zhang et al., 2016). In the cortex, ferret protoplasmic astrocytes had larger cell size, more number of elongated primary processes (Figure 5E). These features are similar to those of human protoplasmic astrocytes. Human protoplasmic astrocytes had longer processes in larger numbers, larger cell diameters, and more overlap with adjacent cells than with mouse astrocytes (Vasile et al., 2017). These features may contribute to the coverage of more synapses and are considered to locally integrate information from a large number of cortical synapses (Vasile et al., 2017). However, we did not explore whether ferret astrocytes share their territories with other astrocytes in the cortex and corpus callosum, as observed in the human brain. Additionally, other types of astrocytes, such as interlaminar astroglia in cortical layer I and varicose projection astroglia in layers V–VI, are present in the human brain (Oberheim et al., 2009). Interestingly, these cells are also found in primates, although their roles in brain function remain largely unknown. Thus, further studies of the territorial overlap and types of astrocytes in the ferret brain are necessary to understand the functional roles of astrocytes in higher mammals. As a candidate gene responsible for morphological features, *Pmp2* may be involved in regulating ferret astrocyte size. We found that *Pmp2* was expressed in ferrets but not in mouse astrocytes (Table 2). 

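The log2 difference of Pmp2 between ferret and mouse astrocytes stayed between 6.12 and 6.25 when each of the 4 libraries was left out in turn. The paper's read counts in Supplementary Table 1 for this gene were 11776 and 9137 in the ferret libraries and 0 and 1 in the mouse libraries, over gene lengths that the paper gives as 4378 bp in the ferret and 1408 bp in the mouse. The paper names Pmp2 as a candidate gene that may take part in the regulation of ferret astrocyte size. It also reports expression of the gene in ferret but not mouse astrocytes.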

Previous studies reported that PMP2 is expressed in humans but not in mouse astrocytes; infection of mouse astrocytes with a PMP2-expressing virus increased the cell diameter and number of primary processes (Kelley et al., 2018). Furthermore, PMP2 transports fatty acids to the cell membrane, contributing to lipid homeostasis in myelinating Schwann cells (Zenker et al., 2014). Because astrocytes contribute to the substantial fraction of lipids incorporated into the myelin of the central nervous system (Camargo et al., 2017), lipid metabolism in astrocytes may be enhanced to expand the white matter in higher mammals.

Cultured ferret astrocytes showed a calcium response to ATP but not to glutamate (Figures 3A,B), similar to human fetal astrocytes. Human fetal astrocytes do not react to glutamate, whereas mature astrocytes derived from the brain of people 8–68 years of age show elevated intracellular calcium levels in response to glutamate and ATP (Zhang et al., 2016). Accordingly, mature ferret astrocytes derived from post-astrogenesis stages (later than P14) may respond to glutamate. The application of glutamate to mature human astrocyte cultures induces a sharp and dose-dependent increase in intracellular Ca^2+^ levels by activating metabotropic glutamate receptor 5 (mGluR5) (Zhang et al., 2016). This phenomenon has also been observed in mouse astrocytes, and even in the neonatal brain (Sun et al., 2013). However, in our RNA-seq analysis, the mGluR5 expression levels in ferret astrocytes were similar to those in mouse astrocytes. mGluR1, another group I metabotropic glutamate receptor, showed lower expression in ferret astrocytes (data not shown), which may account for the differences in their calcium responses compared to in mouse cells. In addition, some mGluR5 expression levels in cultured astrocytes are different from those in the brain and affected by reactivity of the cells (Spampinato et al., 2018). 

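Grm5, which encodes mGluR5, had an FPKM of 1.44 and 1.12 in the 2 ferret libraries and 0.25 and 0.56 in the 2 mouse libraries. The log2 difference was 0.70 (standard error 0.116, adjusted p = 2.47e-04 by limma with Benjamini-Hochberg adjustment), higher in ferret astrocytes but under the log2 difference of 1 required for a call. At values this low it depended on the pseudocount, and was 1.51 with a pseudocount of 0.1. With FPKM rescaled to the mean of the 4 library sums over the shared symbols, an alternative chosen after seeing the data, it was 0.87. Both ferret libraries were above both mouse libraries. Mouse Grm5 lies on chromosome 7 of GRCm38 from 87584168 to 88134907 on the plus strand. The read counts of the gene were not used here.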

Further *in vivo* study is needed to clarify the calcium response to ATP and glutamate in the ferret brain.

Consistent with the higher proliferation rate of cultured ferret astrocytes (Figure 4), ferret astrocytes, particularly in the postnatal cortex, showed higher proliferation than mouse astrocytes (Figures 5A,C). This higher proliferative ability of ferret astrocytes likely contributes to their high astrocyte counts and large brain size (Nedergaard et al., 2003). We prepared astrocyte cultures from P1 ferrets and P1–3 mouse cortices and observed that the astrocytes proliferated in P16 ferret brains and P8 mouse brains. These developmental stages in each species appear to correlate with the timing of astrogenesis. Astrogenesis occurs from E18 to around P7 in mice (Reemst et al., 2016), whereas in ferret it starts from E38 (4 days before birth) and finishes by approximately P14 (Gilardi and Kalebic, 2021). However, it is difficult to accurately compare the proliferation ability of astrocytes both *in vivo* and *in vitro*, as the period of astrogenesis in each species is not the same, and the proliferation rate of astrocytes changes during cortical development (Shoneye et al., 2020). In addition to proliferation ability, the duration of astrogenesis and brain development in ferrets is longer than that in the rodent brain (Barnette et al., 2009), which may also contribute to the generation of a large number of astrocytes in ferret brains.

Astrocytes have evolved to play important roles in brain function in higher animals. To understand their detailed roles in leading to higher cognitive functions with increased brain size, purified astrocytes from higher mammals must be analyzed. Isolation of ferret astrocytes using the McCarthy and de Vellis (1980) model was a good experimental tool for this study because of the ease of purification, large number of cells, low cost, efficient revival after freezing, and common features with human astrocytes. We found that *Calcoco2* and *Pmp2* were expressed in humans and ferrets but not in mouse astrocytes (Table 2). These molecules may be related to the specific roles of astrocytes in brain evolution in higher mammals. We observed high protein expression levels of PMP2 and CALCOCO2 in cultured ferret astrocytes (Supplementary Figure 2). PMP2 increases the size and processes of human astrocytes and is involved in lipid homeostasis in Schwann cells (Zenker et al., 2014; Kelley et al., 2018). In contrast, CALCOCO2 acts as an autophagic receptor for phosphorylated tau, facilitating its clearance and modulating inflammation by regulating nuclear factor-κB signaling downstream of the Toll-like receptor pathways (Till et al., 2013; Kim et al., 2014). Ferret astrocytes may exhibit different inflammatory responses under different pathological conditions (Li et al., 2021). Our culture system used serum-containing media and 3 weeks of cultivation were required to perform assays after harvesting the cortices. Serum exposure appears to alter astrocyte transcriptomes and morphology, resulting in fewer processes and hypertrophied cell bodies (Foo et al., 2011). Further gene expression analyses, cell proliferation assays, and calcium imaging studies on directly isolated astrocytes and in developing ferret brains are necessary to confirm our findings.

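Across the 10204 genes tested, 9040 differed between ferret and mouse astrocytes at an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. With an absolute log2 difference above 1 required as well, 1336 genes were higher and 3069 were lower in ferret astrocytes, so that 30.3% of these genes were higher. This split depended on the scaling between species. With FPKM rescaled to a sum of 1000000 over the shared symbols, a step that also makes the pseudocount smaller relative to the values, 2197 genes were higher and 2536 lower (46.4% higher). With the libraries rescaled to the mean of their 4 sums, chosen after seeing the data, 1954 were higher and 2215 lower (46.9% higher), and after quantile normalization of the 4 libraries 2107 were higher and 2040 lower (50.8% higher). The median log2 difference of all tested genes was -0.35 with FPKM as deposited, -0.01 after either rescaling and 0.06 after quantile normalization. Of the 1336 genes called higher with FPKM as deposited, all 1336 were also called higher under the other 3 scalings. These scalings move the median towards the ferret, so genes already called higher could hardly be lost. Their retention is therefore no test of stability. Of the 3069 genes called lower, 2464 were called lower after rescaling to 1000000, 2215 after rescaling to the mean sum and 2040 after quantile normalization.

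**Figure D3:**
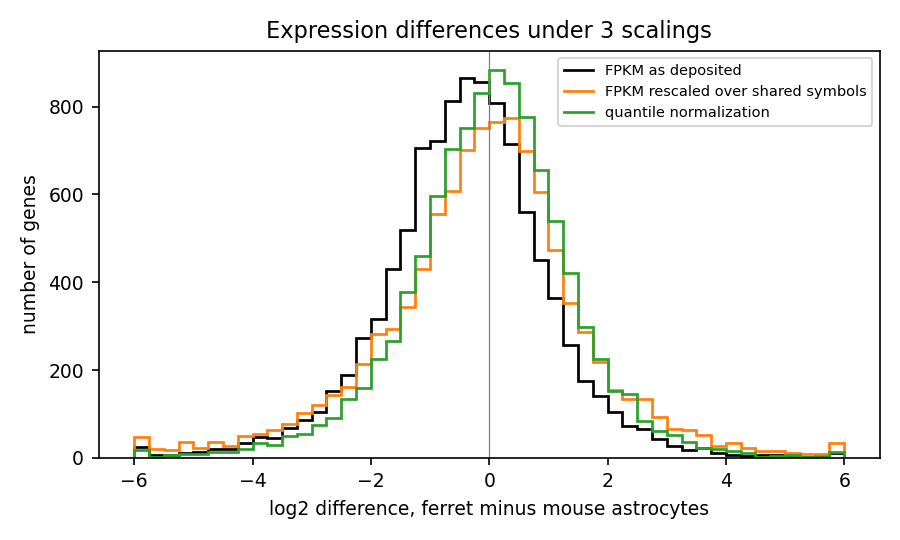
Number of genes (y axis) by log2 difference, ferret minus mouse astrocytes (x axis, bins of 0.25), for the 10204 tested genes under 3 scalings of FPKM. Values beyond -6 or 6 are placed in the outermost bins, and the medians lie at -0.35, -0.01 and 0.06.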

In conclusion, the characteristics of cultured ferret astrocytes differ from those of mouse astrocytes, such as their morphology, gene expression, calcium response, and proliferation ability, which are similar to the features of human astrocytes. Cultured ferret astrocytes may be useful for studying the roles of astrocytes in brain evolution, higher cognitive function, and dysfunction, such as in schizophrenia and autism, in higher mammals.

## Data availability statement

The data presented in the study are deposited in the GEO repository: https://www.ncbi.nlm.nih.gov/geo/, accession number GSE201199.

## Ethics statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Kanazawa University (AP-183919).

## Author contributions

JR, TH, HK, and OH conceived and designed the experiments. JR, TH, DN, TM, and OH performed the experiments. JR, TH, HI, MT-I, TK, KH, TM, KS, YS, MM, and AT analyzed the data. TK, KH, TM, KS, YS, MM, AT, and HK contributed reagents, materials, and analysis tools. JR, TH, and OH wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Isolation of ferret astrocytes reveals their morphological, transcriptional, and functional differences from mouse astrocytes
**Source:** Front Cell Neurosci. 2022 Oct 6;16:877131. doi: 10.3389/fncel.2022.877131
**Supplement:** Supplementary file 2

**Supplementary Materials**

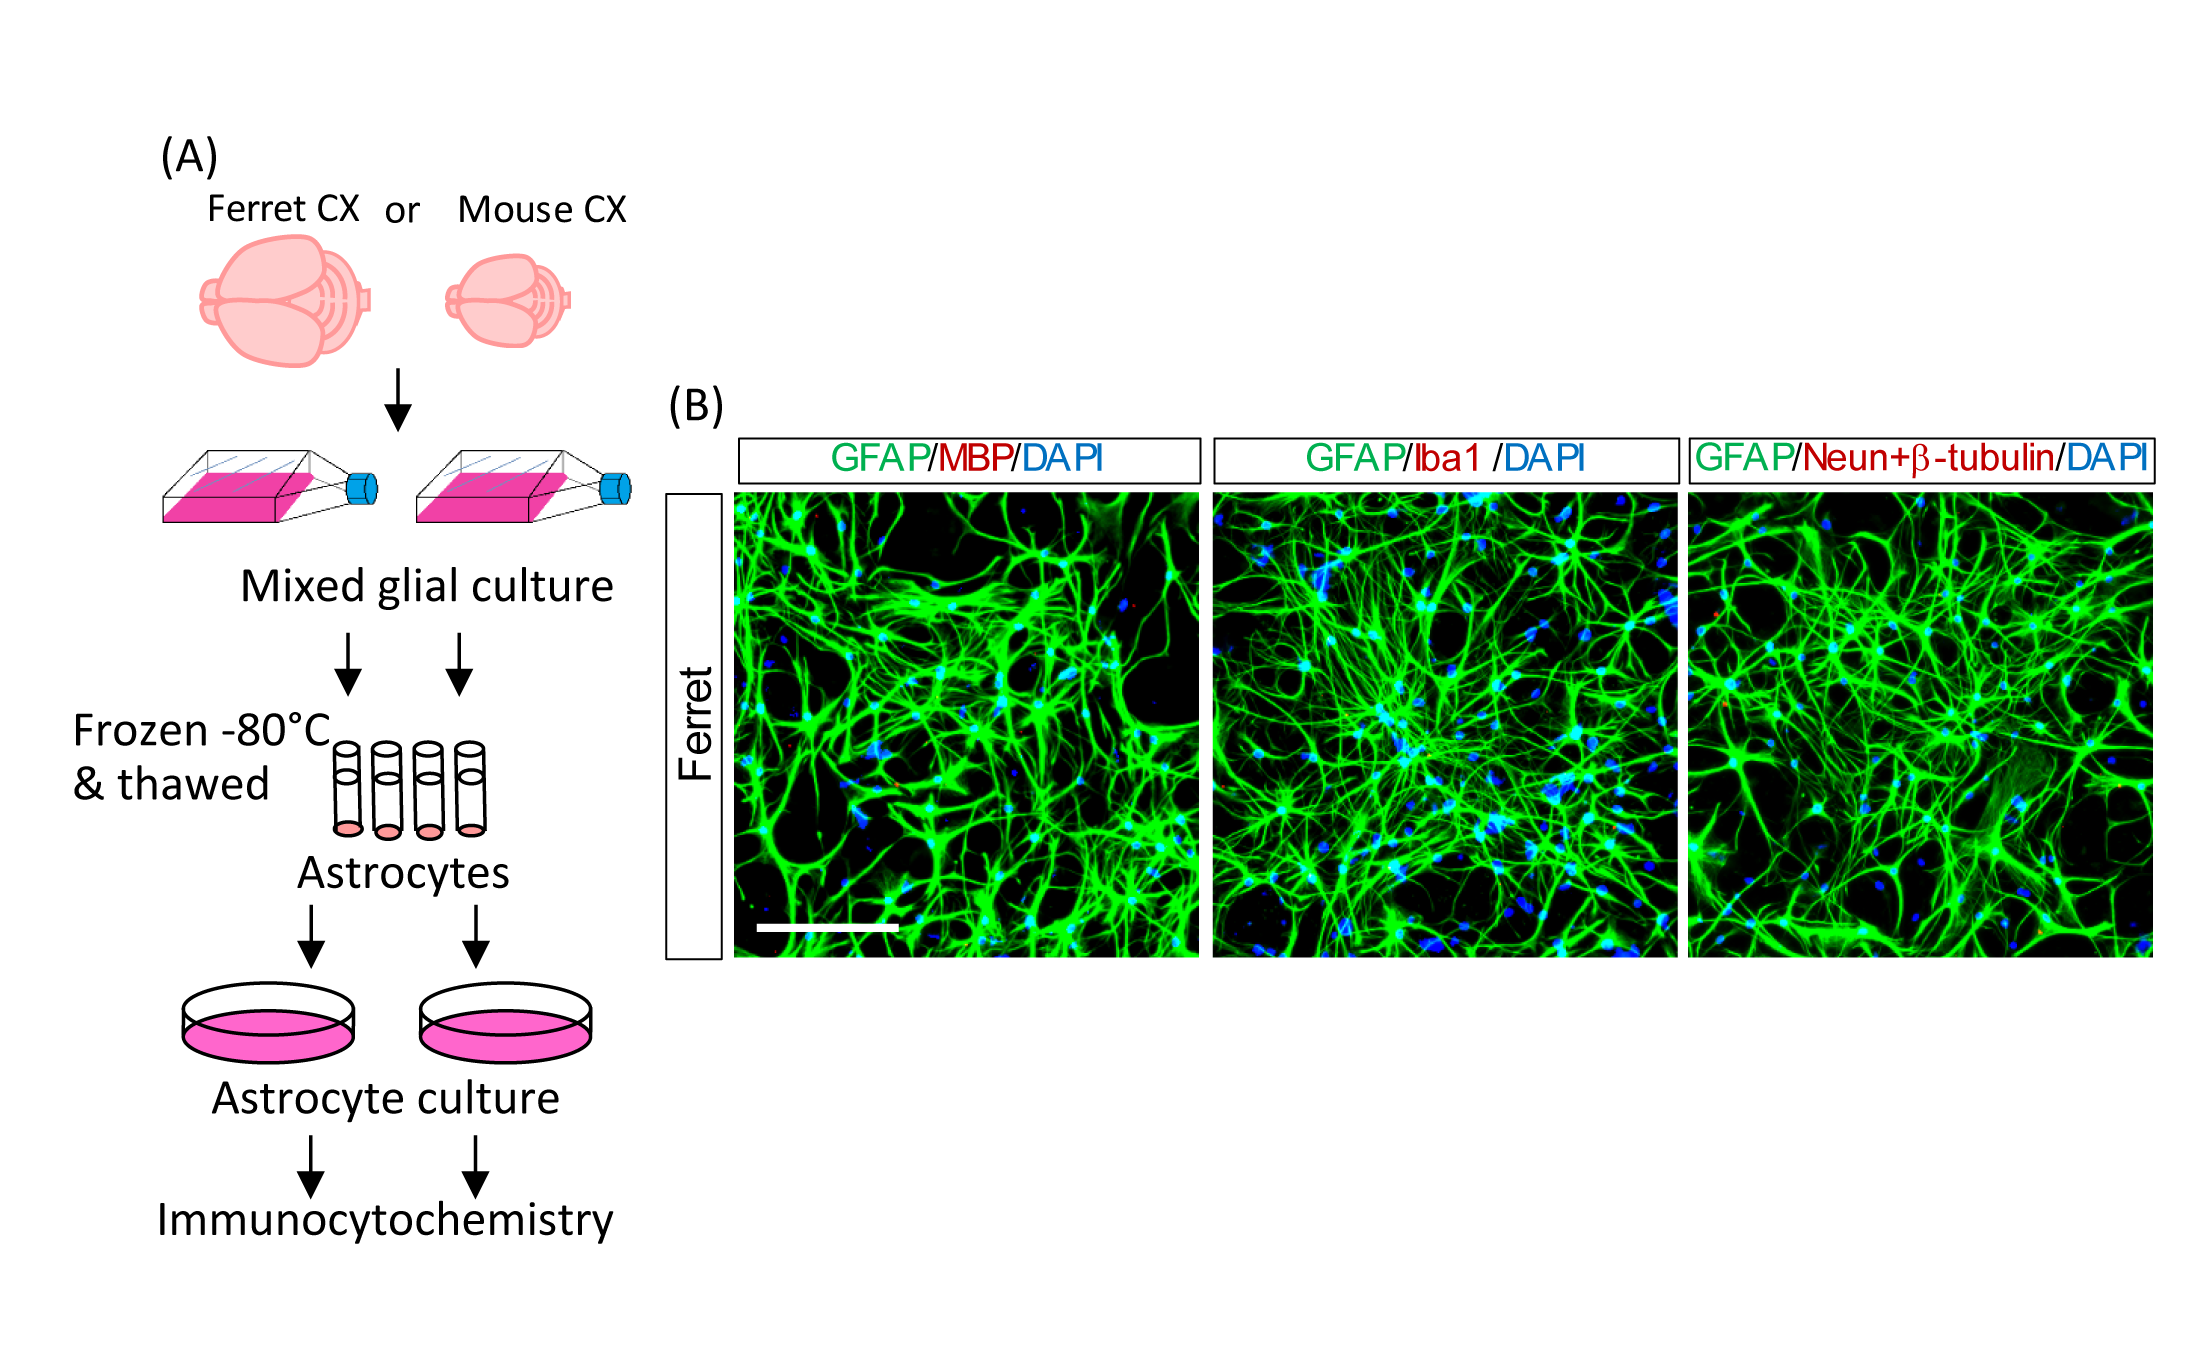

**Supplementary Figure 1 Ferret astrocyte culture after freeze and thaw cycle** (A) Experimental procedure of ferret astrocyte culture after freeze and thaw cycle. (B) Cultured ferret astrocytes after freezing and thawing were subjected to immunocytochemistry to detect GFAP, MBP, Iba1, NeuN, and β-III tubulin at 4 days after plating. Nuclei were counterstained with DAPI. Scale bar = 100 µm.

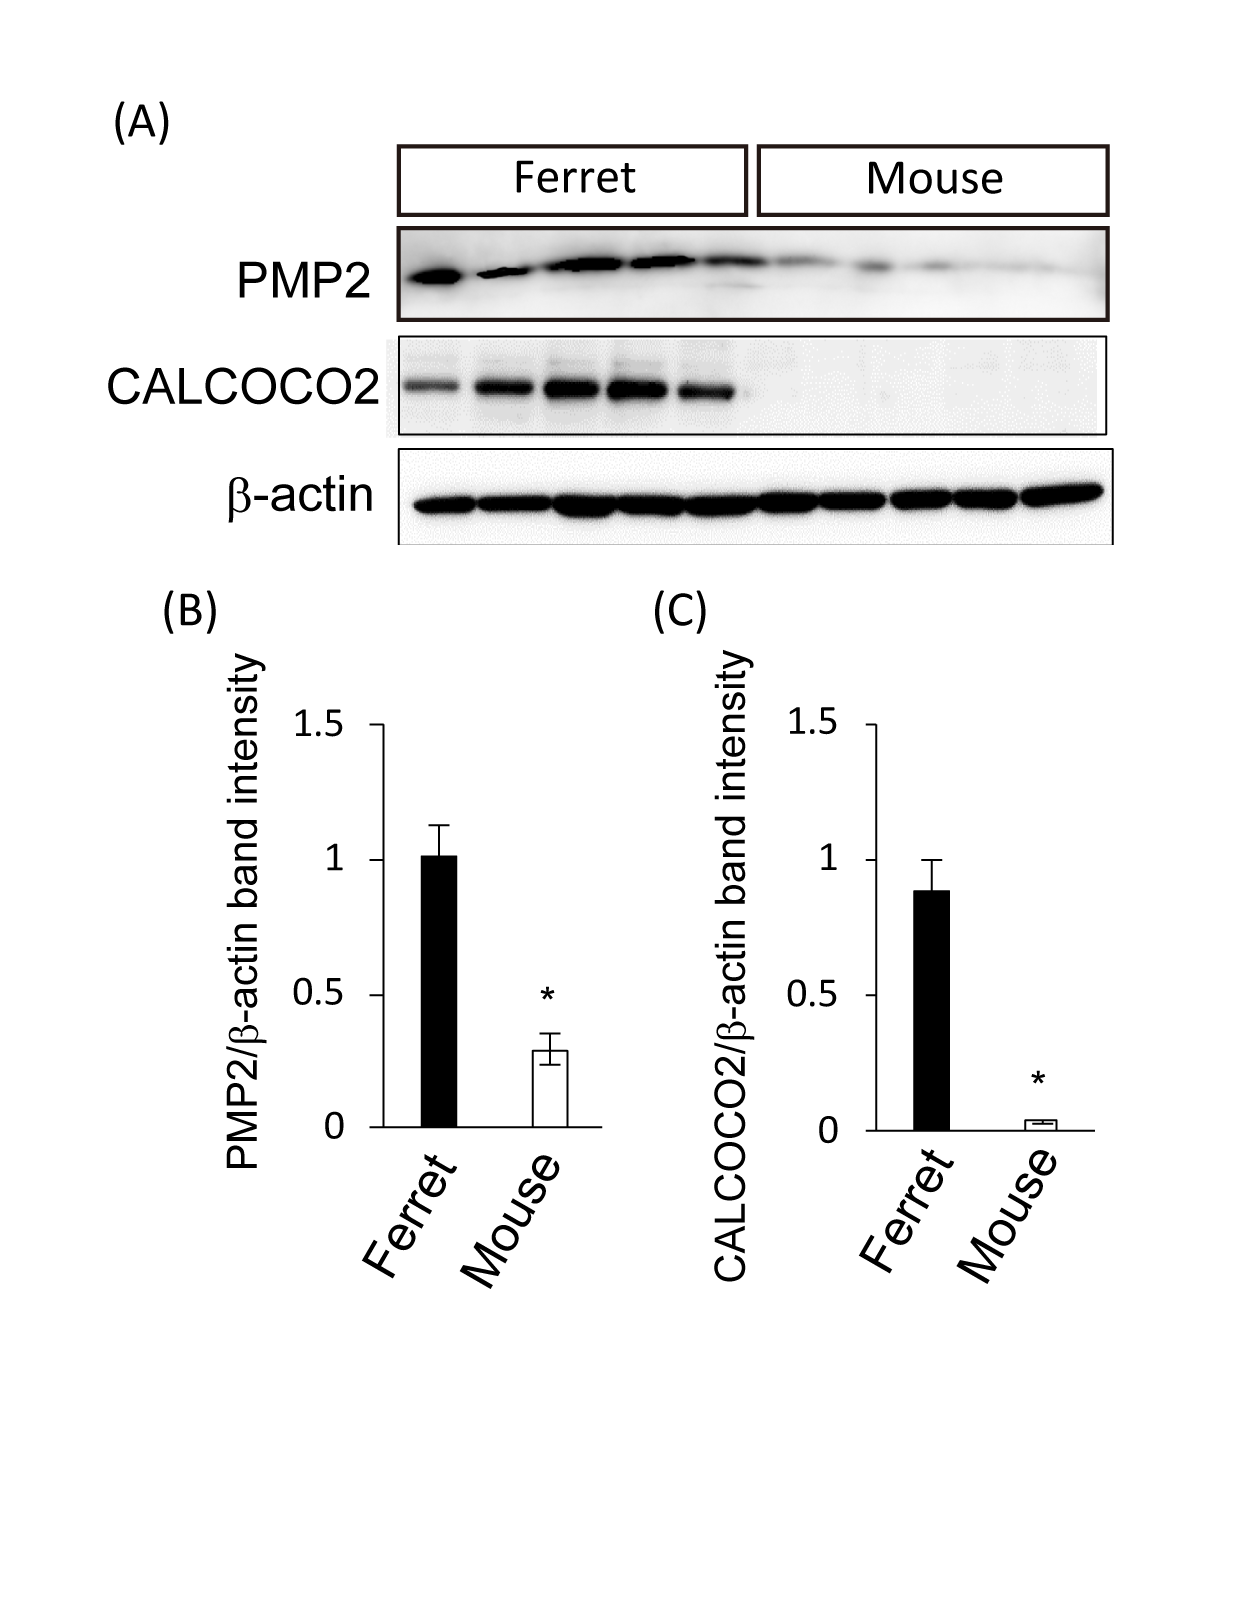

**Supplementary Figure 2 Protein expression of ferret astrocyte-enriched molecules** (A) Cultured astrocytes with serum were harvested at day 4 and subjected to western blot analyses with antibodies against PMP2 and CALCOCO2. (B and C) Relative optical density of PMP2 (B) and CALCOCO2 (C), normalized to the loading control β-actin, *n* = 5 independent cultures. Data represent the means ± SEM. The *P* values were determined using paired Student’s *t*-test. **P* < 0.05 between ferret and mouse astrocytes.

How the deposited data were processed for this re-analysis (not part of the article)

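Gene expression was measured in cultured ferret astrocytes (2 libraries) and cultured mouse astrocytes (2 libraries) after 4 days without serum. The authors aligned the reads with STAR and deposited FPKM per gene from Cufflinks, using the Ensembl annotation of each species. The values are normalized by the authors to the fragments mapped in each library and to exon length, were not filtered to shared genes, and hold no read counts. Because each species was quantified on its own annotation, gene models of unequal length or completeness enter the values. The mouse values include 37 mitochondrial genes, which made up 8.70% and 8.57% of the summed FPKM of the 2 libraries, and the ferret values used here include 0 gene names of that form, so the totals of the species do not cover the same genes.

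Gene symbols were matched in upper case, which gave 13373 shared symbols. Of these, 7 had several values in the ferret and 13 in the mouse, and the value with the highest mean was used. The FPKM of each library was set to log2(FPKM + 1), and the species were compared with limma (version 3.58.1 in R 4.3.3, empirical Bayes with a trend in expression) for the 10204 genes with a mean FPKM of at least 1 in at least one species. Comparisons without this filter used the same fit on all 13373 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference above 1, and the astrocyte markers at the adjusted p alone. The fit was tested on simulated data for 10204 genes, in which 200 genes were changed by a log2 value of 1.5. It called 100% of them and 0 unchanged genes. The simulated spread was that between duplicates and the change exceeded the limit of 1, so this outcome was nearly fixed in advance. The simulation had no shift in scaling between species and no spread between cultures, so it does not test for errors from these. Species-specific genes had a mean FPKM under 1 in the other species and at least 1 in the enriched species, and were ranked by mean FPKM. The paper states no minimum for the enriched species.

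Lists of marker genes were compared with 10000 random lists of the same size drawn from genes of similar mean expression (20 bins), with a test on simulated lists. The random lists draw genes independently, whereas marker genes of a cell type can move together, so the shares and their adjusted values can be too small. Python 3 packages (pandas, numpy and scipy) were used for joins, lists and figures. The paper's read counts and gene lengths were taken from 1999 genes of its Supplementary Table 1, whose FPKM equals the deposited FPKM for all 1999 genes. Mouse coordinates are those of GENCODE on GRCm38, the build the authors used, in an annotation release other than theirs. A ferret genome was not used here.

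The depth of the libraries is unknown from FPKM. Low values therefore carry no confidence interval, and a gene listed at 0 is reported as such, since an exact 0 can be a failed estimate. The replicate numbers in the sample labels are shared by both species. They come from the labels alone, and the libraries of the 2 species are from different animals.

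Genes named in the text were fixed by rule before the data were examined: every gene of Tables 1, 2 and 3, the glutamate receptor genes of its discussion, the 20 highest species-specific genes of each species and the members of marker lists. Sox10 is a member of 2 of these lists, and was singled out after its values were seen. The genes Epha5, Tiam2 and Ythdc2 were chosen after their values were seen. Alternatives tried were a pseudocount of 0.1, no filter on low values, FPKM rescaled to a sum of 1000000 over the shared symbols in each library, quantile normalization, the replicate number as a block, summed or first values for symbols with several values, other limits for species-specific genes, and each library left out in turn. Chosen after seeing the data were FPKM rescaled to the mean of the 4 library sums over the shared symbols, which sets the libraries to the same sum at the level of the deposited values, and each value of a symbol as a gene of its own. Western blots, calcium imaging, cell counts and human data were not analysed here, and some of the genes named by the paper are not reported here.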

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

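The tests of fibroblast genes and of oligodendrocyte lineage genes, and the comparison with stained cells, were chosen only after the result was seen. The lists of marker genes, of which 7 were compared, the limit of 5% of random lists and the alternatives were set before the data were examined, except where the text says otherwise. Shares of random lists measure the sampling of genes and not the spread between cultures. The results below concern genes that the paper does not discuss in its RNA-seq data.

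Microglial markers outside Table 1 were lower in ferret astrocytes. The median log2 difference of 13 genes was -4.06, all 13 were lower, and 0.01% of random lists of similar expression had a median as low, which is the smallest share that 10000 lists can give (0.0014 after adjustment over the 7 lists, two-sided). Relative to the median of all genes, which moved from -0.35 to -0.01 after rescaling and to 0.06 after quantile normalization, the list stayed low. Its median was -5.09 after rescaling to a sum of 1000000, -3.89 after rescaling to the mean of the 4 library sums, which was chosen after seeing the data, and -3.86 after quantile normalization. A candidate explanation is RNA from microglia in the mouse cultures. The paper counted microglia at 4% of mouse and 1% of ferret cells by immunostaining in cultures with serum, a log2 ratio of -2, while all 18 microglial genes tested had a median of -4.70. Of these 18 genes, 14 were under 1 FPKM in ferret astrocytes. The median of the 18 therefore depended on the pseudocount, and was -6.39 with a pseudocount of 0.1. As the stained cultures were others and FPKM of ferret and mouse genes rest on different gene models, the size of the microglial share cannot be derived from these values. Microglia were stained in mouse cultures, but the part of the pattern due to them cannot be told apart from a difference between species in the expression of these genes by astrocytes.

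Meningeal fibroblast markers were also lower in ferret astrocytes, with a median log2 difference of -3.17 over 10 genes. Serpinf1 and Pcolce of that list are mouse-specific genes of Table 1. Without them the median of 8 genes was -2.35 and all 8 were lower, and 0.04% of random lists had a median as low (0.0028 after adjustment over the 7 lists). It was -2.58 after rescaling to a sum of 1000000, -2.04 after rescaling to the mean sum and -1.94 after quantile normalization. RNA from meningeal fibroblasts in the mouse cultures is a candidate explanation. Expression by the astrocytes themselves was not tested, since the libraries hold RNA of whole cultures.

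Sox10, a transcription factor of oligodendrocyte lineage and Schwann cells, had a mean of 28.6 ± 3.26 FPKM (SD, n = 2) in ferret and 0.267 ± 0.052 (SD, n = 2) in mouse astrocytes, a log2 difference of 4.54 (adjusted p = 8.38e-11 by limma). The other oligodendrocyte lineage genes had a median log2 difference of 0.77 over 7 genes, 5 of them higher and 2 lower, and 2.3% of random lists had a median as high. After two-sided adjustment over the 7 lists this was 0.0805. Without the filter on low values the median was 0.69 over 9 genes, 0.67% of random lists were as high, and the adjusted value was 0.0234, so whether the list stands apart from random lists depends on the filter. By immunostaining of other cultures, with serum, which included the oligodendrocyte marker MBP, the paper counted 97% astrocytes, 1% microglia and 2% neurons in the ferret and lists no oligodendrocytes. In the serum-free libraries Mbp had 30.8 ± 3.27 FPKM (SD, n = 2) in ferret and 2.36 ± 0.827 (SD, n = 2) in mouse astrocytes. The 2 lower genes of the list were Olig2, at 5.05 FPKM in ferret and 9.71 in mouse astrocytes, and Cspg4, at 1.10 and 1.91. These values do not decide between RNA from oligodendrocyte lineage cells in the ferret cultures and a difference between species in the astrocytes.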

How the results depend on the processing

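Treating each value of a symbol as a gene of its own is an alternative chosen after seeing the data. It gave 588 ferret-specific and 1041 mouse-specific genes, with 20 of the 20 highest in both species shared with Table 1.

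The split of genes between the species depended on scaling. Genes higher in ferret astrocytes rose from 1336 to 2197 with FPKM rescaled to a sum of 1000000 over the shared symbols and to 2107 after quantile normalization, and genes higher in mouse astrocytes fell from 3069 to 2040 after quantile normalization. With the libraries rescaled to the mean of their 4 sums, an alternative chosen after seeing the data, 1954 genes were higher in ferret and 2215 in mouse astrocytes. Without a minimum log2 difference, 3301 genes were higher in ferret and 5739 in mouse astrocytes. A pseudocount of 0.1, no filter on low values and summed values for a symbol gave between 1335 and 1579 genes higher in ferret and between 3069 and 3433 higher in mouse astrocytes. With a library left out, one species has a single library, so these counts were not computed for that setting. The counts of markers were not computed there either. A count-based test was planned only for deposited read counts and was not run. The read counts of the paper's Supplementary Table 1 were available here for 1999 genes only.

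With the replicate number as a block, 1342 genes were higher in ferret and 3072 in mouse astrocytes. Same-numbered libraries did not deviate together, with a correlation across genes of 0.0099 between their deviations from the species means, so the numbers give no pairing.

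The number of species-specific genes moved by under 1.5 times, except when a mean FPKM of at least 10 was required in the enriched species, which left 70 ferret-specific and 180 mouse-specific genes. Across the 4 settings that each left out one library, ferret-specific genes ranged from 574 to 594 and mouse-specific genes from 1033 to 1048. The number of the 20 highest genes shared with Table 1 ranged from 17 to 18 for the ferret and from 16 to 20 for the mouse. With FPKM rescaled to a sum of 1000000, it fell from 20 to 9 for mouse-specific genes, where 11 of the 20 genes of Table 1 passed a value of 1 in ferret astrocytes, and from 18 to 13 for ferret-specific genes. As this step raises all values, the limit of 1 was then a stricter one, 0.232 FPKM as deposited in ferret and 0.304 in mouse astrocytes. Rescaled to the mean sum, the number was 20 for mouse-specific and 18 for ferret-specific genes, so the fall came with the stricter limit and not with the scaling between species. With the limit set at 0.5 in the other species it was 14 for both species.

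Calcoco2 and Pmp2 stayed higher in ferret astrocytes under all alternatives, with log2 differences from 7.44 to 10.54 and from 6.12 to 8.72. Their adjusted p depended on the genes in the fit, and reached 1.41e-04 for both with no filter on low values. Grm5 stayed higher in ferret astrocytes, with log2 differences from 0.54 to 1.51 and adjusted p-values from 5.54e-05 to 0.023.

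The number of astrocyte markers lower in ferret astrocytes was 8 in every fit, and the number higher was 2, or 3 after rescaling or quantile normalization, where Gfap was added. Gfap changed sign when libraries were left out, with log2 differences from -0.042 to 0.072 across the 4 settings, and rose to 0.41 after rescaling and 0.72 after quantile normalization. Rescaling to the same sum raises the log2 ratio of ferret to mouse FPKM of every gene by 0.39, which accounts for the first of these rises, while the cause of the second was not tested. Of the 77 values of single markers under alternatives with a test, 74 kept their direction and side of the threshold. The settings without a library have no test, and of their 44 values 42 kept their direction. All 5 exceptions were Gfap.

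The deposited values are FPKM without read counts. The paper lists read counts for every transcript in its Supplementary Table 1, but only 1999 genes of it were available here. The sampling error of low values such as those of Grm5 was not computed. The paper's text does not say whether the duplicates are separate cultures, so the p-values do not tell how far cultures or animals of one species differ.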

Differences from the paper's values

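Of 106 FPKM values in Tables 1, 2 and 3 that were compared, 93 were equal at the digits the paper prints and 4 differed by more than 1.5 times and by more than the spread between duplicates.

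Mouse Ptp4a1 was 15.4 FPKM against the paper's 0.58 in Table 1. With the first value of each symbol the mouse level was 0.578, and 19 of the 20 ferret-specific genes of Table 1 were among the 20 highest. Rescaled or summed values and the settings without a mouse library did not close the gap. With each value of a symbol kept as a gene of its own, an alternative chosen after seeing the values, the lower of the 2 values, 0.578, equals the paper's.

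Mouse St6galnac2 was 4.41 FPKM against the paper's 0.28 in Table 1, and none of the alternatives set before the data were examined closed the gap. With each value of a symbol kept as a gene of its own, chosen after seeing the values, the lower value was 0.283. Under that setting all 20 ferret-specific genes of Table 1 are among the 20 highest.

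Ferret Pmp2 was 78.2 FPKM against the paper's 51.5 in Table 2. In the setting without ferret replicate 1 it was 74.4, which is within 1.5 times the paper's value but still above it. The other alternatives did not bring it within that limit. Ferret Calcoco2 in Table 2 differed too, at 157.1 FPKM in the paper against 180 here (SD 4.48, n = 2), which is under 1.5 times. In Table 1 the paper's ferret values for both genes equal those found here at the digits printed.

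Ferret Slc1a2 was 0.155 FPKM against the paper's 0.1 in Table 3. All 22 FPKM values in Table 3 equal those found here when these are truncated at 1 decimal, and truncated in that way the value is 0.1. In the setting without ferret replicate 2 it was 0.133, within 1.5 times the paper's value, and under the other alternatives it was more than 1.5 times the paper's value.

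The paper describes mGluR5 as expressed at similar levels in the 2 species. Here Grm5 was higher in ferret astrocytes, at a mean of 1.28 against 0.404 FPKM. The log2 difference of 0.70 was under the 1 required for a call. No alternative removed the difference, but all used the same FPKM and could not remove an effect of unequal gene models. The paper describes the astrocyte markers as expressed in both species. Here ferret Slc1a2 was under the limit of 1 FPKM by which the paper defines species-specific genes. The paper names 6 markers as lower in ferret astrocytes. Here Vim and Sox9 were lower as well, with log2 differences of -1.79 and -0.89.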

Other observations

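The tests of gene length, of S100b and of symbols with several values, the comparison with stained neurons and the random lists under other scalings were chosen only after the result was seen.

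The ferret-specific genes of Table 1 include Pmp2, a gene of Schwann cell myelin. Schwann cell markers outside Table 1 had a median log2 difference of 0.72 over 8 genes, with 5 higher and 3 lower in ferret astrocytes, and 2.9% of random lists of similar expression had a median as high, within the 5% limit. After two-sided adjustment over the 7 lists the value was 0.0812. Without the filter on low values, the median of 9 genes was 0.70, 1.4% of random lists were as high, and the adjusted value was 0.0392, so this result depends on the filter as well. Sox10 is one of these genes, with Erbb3 at 19.8 FPKM in ferret and 0.322 in mouse astrocytes, while Pmp22, Cdh19 and Drp2 were lower in ferret astrocytes. RNA from Schwann or oligodendrocyte lineage cells in the ferret cultures may contribute, although the paper lists no oligodendrocytes among the stained ferret cells, and this cannot be told apart from expression by ferret astrocytes. Neuronal markers had a median log2 difference of 1.25 over the 5 of 10 genes past the filter, with 1.7% of random lists as high (0.0793 after adjustment), and of 0.73 over 8 genes without the filter, with 0.46% of random lists as high (0.0215 after adjustment). The paper counted 2% neurons in ferret cultures with serum and lists no neurons for the mouse cultures. This is the direction of the medians but not of every gene. Past the filter 4 genes were higher in ferret astrocytes and Map2 was lower (18.9 against 30.8 FPKM). Below the filter Snap25 was higher (0.741 against 0.417), while Rbfox3 (0.018 against 0.075) and Slc17a7 (0.106 against 0.186) were lower. No further explanation was tested for the neuronal markers.

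The paper reports faster proliferation of ferret astrocytes in serum. In the serum-free libraries, the 17 proliferation genes tested had a median log2 difference of 0.04, with 8 higher and 6 lower at an adjusted p under 0.05 by limma, and 11% of random lists had a median as high. The median was 0.42 after rescaling to a sum of 1000000, 0.36 after rescaling to the mean sum and 0.45 after quantile normalization, where the median of all genes was -0.01, -0.01 and 0.06. Under each of these scalings 13 of the 17 genes were higher and 4 lower, with 10 higher and 4 lower at an adjusted p under 0.05, and 11%, 12% and 11% of random lists under the same scaling had a median as high. The list therefore lay within the 5% limit under none of the scalings, while its split between higher and lower genes depended on them. The random lists shift with the scaling much as the list does, so these shares are not separate tests.

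The paper's western blots of 5 astrocyte markers were of astrocytes cultured with serum, as densities relative to β-actin. FPKM is not relative to actin, and the RNA of Actb was itself lower in ferret astrocytes, by a log2 difference of -1.04. Protein and RNA are therefore compared here on unlike measures. The paper's text states that SOX9 and EAAT1 were lower in ferret astrocytes and that NDRG2 was not expressed there. It states no direction between the species for vimentin, and the bars of GFAP and vimentin in Figures 2B and 2C, read by eye, are higher for ferret than for mouse astrocytes. In the serum-free libraries, the RNA of Sox9 and of Slc1a3, which encodes EAAT1, was lower as well, by log2 differences of -0.89 and -1.16. Both are of a size similar to the difference of Actb, so a lower level relative to Actb was not shown. The RNA of Ndrg2 was lower by a log2 difference of -2.89 and still stood at 20.8 FPKM in ferret astrocytes. The RNA of Gfap did not differ with FPKM as deposited (log2 difference 0.01) and was higher in ferret astrocytes after rescaling (0.41) and quantile normalization (0.72). The RNA of Vim was lower in ferret astrocytes, by -1.79, and under each scaling tried, the opposite direction to the bars of Figure 2C. No explanation was tested.

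Genes at an FPKM near 0 were examined where the paper's read counts were used. Of 70 ferret-specific genes in that part of Supplementary Table 1, 12 had mouse read counts and lengths that give a level of at least 1 on the scale of FPKM, and of 160 mouse-specific genes 9 had such counts in the ferret. No share that would decide the question was set beforehand. Failed or split estimates may account for some species-specific genes, such as Epha5 (1018 and 1231 mouse reads in the paper's table, against 0.0084 and 0 FPKM), Tiam2 (643 and 805 reads, listed at 0 in both) and Ythdc2 (501 and 488 reads, against 0 and 0.042 FPKM). The read counts of the other ferret-specific genes in that part give under 1 as well. Dut and Psmd5 of Table 1 were not examined in this way. None of the 65 tested genes on a list of genes used by every cell was under 1 in either species, but Dut and Psmd5 are not on that list, so it does not bear on them.

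Ptp4a1 and St6galnac2 are ferret-specific in Table 1 at the lower of their 2 mouse values. For both of these 2 genes the other mouse value was above 1. The annotation holds 2 overlapping mouse genes with each name. Several mouse rows with the same symbol, of which 1 was used, are a candidate explanation for their place in Table 1.

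Gene lengths differ between the annotations. In the part of Supplementary Table 1 used here the median gene length is 2802 bp in the ferret and 4733 bp in the mouse, and 79.0% of the ferret genes are the shorter. Across 1555 genes, which are not independent replicates, the log2 difference (ferret minus mouse) fell as the ferret to mouse length ratio rose (Spearman's rho -0.18, permutation p = 1e-05, the smallest 100000 permutations can give). The relation is weak, and unequal gene models may account for a small part of the differences.

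For S100b the difference in FPKM was a log2 ratio of 2.03 between means. As shares of the reads of the same 1999 genes, and without division by gene length, the paper's read counts gave a log2 ratio of 0.27. The ferret gene model of 279 bp against 1484 bp in the mouse is a candidate explanation for the difference in FPKM. The 2 ratios also differed for Ndrg2 (-2.95 between mean FPKM and -1.19 between shares of the paper's reads), where the ferret gene model is the longer, at 4221 bp against 3397 bp, so gene length alone does not account for the difference between them. For Aldh1l1 they were -3.07 and -2.53. Whether the ferret gene model lacks untranslated sequence was not examined here, and then reads from that sequence would be missing from the ferret counts too.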
